A study of Homo sapiens with 6 samples. Its data were reported in "Mechanical confinement governs phenotypic plasticity in melanoma" (2025).

How the data were processed

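Bulk RNA sequencing was analysed for 6 libraries of A375 cells, a human melanoma line. The libraries fell into 2 groups of 3 by the genotype in their labels, cells stably carrying an empty vector and cells stably overexpressing HMGB2, a DNA-bending chromatin protein. RNA was selected through its poly(A) tail before library preparation. The study describes stable lines made by lentiviral transduction, and its reporting form describes the 3 replicates of each group as technical, so the spread between replicates covers cell pellets of a line and not independent transductions.

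The authors checked reads with FastQC, trimmed them with Trimmomatic and aligned them to the human genome build hg38. The authors deposited raw read counts per gene, as whole numbers and without normalization, in the layout of the gene count table of the aligner STAR, in which a read is counted once, when it maps to a single place and falls in a single gene. The aligner version and the annotation release were not stated. Each table held 58302 Ensembl gene IDs and 4 summary lines, which were left out of library sizes and tests. The first count column takes reads from either strand, and it was used throughout unless stated. Columns 3 and 4 count the strand assignments separately. The first of them held between 50.1% and 50.2% of their sum in every library, as an unstranded library gives.

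In the column for either strand, a read in a place shared by genes on opposite strands is set aside as ambiguous. Ambiguous reads made up between 10.7% and 11.4% of all reads. Among 13992 genes with 600 or more counts in the sum of the stranded columns, 1598 (11.4%) kept under 10% of that sum, so genes overlapping another gene were undercounted or lost. Multimapped reads, which are counted for no gene, made up between 2.58% and 10.6%, reads outside genes between 1.13% and 1.29%, and unmapped reads between 1.38% and 1.68%.

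Gene symbols and coordinates were taken from GENCODE 44 on hg38, and 57532 of the 58302 IDs matched. IDs without a match held 0.0575% of the counts. The share of a named gene's 50-base words that also occur in other genes was computed from the annotated transcripts, since shared words limit how well reads can be assigned.

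Counts were tested with DESeq2 1.42.0 in R 4.3.3, with default parameters and the Wald test on the group alone, after the study's own methods. Log2 fold changes are unshrunken and are given with the standard error (SE) of the model. A gene was called at a Benjamini-Hochberg adjusted p under 0.05, with the independent filter at its default of 0.1. Of 32925 genes with a count, 18836 received an adjusted p, 14086 were set aside by the filter for a low mean count and 3 for an outlying count. Normalized counts are counts divided by DESeq2 size factors, and are given as mean ± SD of 3 libraries. For values per library, an exact two-sided permutation test was used. With 3 libraries against 3 it has 10 distinct splits and cannot give a p under 0.1.

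Gene lists were tested with fgsea 1.28.0 on the Wald statistic of genes with a mean normalized count of 10 or more, with HMGB2 left out, seed 1 and adjustment over 14 lists. The lists were written by hand in place of the Gene Ontology sets used by the study. They were written before the counts were examined, but after the first lines of the study's own result table had been seen. Genes recognised from there were removed, except MAP2 and IFIT1, which stayed as standard markers. The neuronal and axon guidance lists still held genes that the text of the study names as risen in these samples. Calls of these lists are therefore not independent of the study, and they were also tested without those genes. Camera and fry from limma 3.58.1 were run beside fgsea. Fry rotates libraries and so takes the correlation between genes into account, which fgsea does not.

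The genes named were fixed before the data were examined: HMGB2, 7 panels including it that hold genes the text of the study names, and the 5 largest rises and 5 largest falls among called genes with a mean normalized count of 50 or more and no overlap between groups. The panels of neuronal and invasive genes were chosen by the study on these same samples. The study's NPX2 was read as NPTX2. NOTCH2NLC had no matching ID. SOX10, NNAT and NEUROD1 received no adjusted p and were left out when settings were compared. NNAT and NEUROD1 were left out after their sign had been seen to change between settings, both being near the floor. DDX58, H3C2, H3C3 and NOTCH2NLB, members of the lists, also had no matching ID.

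Alternatives fixed before the data were examined were edgeR 4.0.16 with its quasi-likelihood test and TMM scaling, TMM factors in DESeq2, a filter of 10 counts in 3 samples, no independent filter, the sum of the stranded columns, the replicate number as a block, shrunken fold changes, other rankings and filters for the lists, other principal component settings, and leaving out each library in turn. Chosen after seeing the data were a correction for GC content and transcript length, a batch term for the third replicates, a fit of replicates 1 and 2 alone, and leaving out libraries for the principal components. The correction fitted, in each library, a loess curve (span 0.5) to protein-coding genes with a mean of 50 or more. Lists of amino-acid response and unfolded protein response genes were also added, after the values of many of their members had been seen.

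The tests were tested on simulated data, with counts drawn for the real genes and 200 genes changed. For the comparison of overexpression with empty vector over 32925 genes with counts, DESeq2 recovered 95% of the changed genes with 27 false calls among 217 (12.4%, above the nominal level), and edgeR recovered 94.5% with 8 false calls among 197 (4.06%). DESeq2 with the replicate block recovered 94.5% with 21 false calls. In a simulation over 16725 genes with 1 list raised, fgsea, camera and fry each called that list and 0 others. Genes were drawn independently there, so it could not show false list calls that come from correlation between genes. With a GC trend added to simulated libraries (12093 genes in the fit), the correction took the rank correlation with GC content from -0.542 to -0.00896, but false calls rose from 7 to 38, so genes gained under it carry that error.

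Gene counts per library ranged from 45925053 to 56755212. Libraries of a group were compared with a chi-square test of their counts. The statistic per degree of freedom ranged from 12.3 to 73.4, so no pair agreed within sampling noise and all 6 libraries were kept as separate samples. Intervals for shares of reads are exact binomial intervals at 95% and cover counting error only, since reads without molecular identifiers are not independent molecules.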

Results

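Gene expression was measured by RNA sequencing in A375 human melanoma cells stably overexpressing HMGB2 (3 libraries) and in cells carrying an empty vector (3 libraries). Reads assigned to genes numbered 49606759, 56755212 and 47699908 in empty vector replicates 1, 2 and 3, and 55476604, 50830414 and 45925053 in HMGB2 overexpression replicates 1, 2 and 3. The difference in depth between groups was smaller than the spread between replicates (exact two-sided permutation p = 0.8). The smallest p this test can give with 3 against 3 is 0.1. Multimapped reads made up 3.27 ± 0.690% of reads in empty vector libraries and 6.25 ± 3.80% in overexpression libraries (exact permutation p = 0.2). They reached 10.6% in overexpression replicate 3 (95% exact binomial interval 10.5% to 10.6%).

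The overexpressed gene was examined first, as a check of the labels. HMGB2 (ENSG00000164104; hg38 chromosome 4, 173331376 to 173334432, minus strand) had a normalized count of 7514 ± 243 (SD, n = 3) with the empty vector and 15517 ± 1177 (SD, n = 3) with overexpression. The log2 fold change was 1.05 (SE 0.10, DESeq2 adjusted p = 4.4e-22), and every overexpression library lay above every empty vector library. Leaving out 1 library at a time gave values from 0.98 to 1.09. Reads from the vector and from the endogenous gene were counted together. Of the 50-base words of HMGB2, 0.401% also occur in the pseudogene HMGB2P1.

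**Figure D1:**
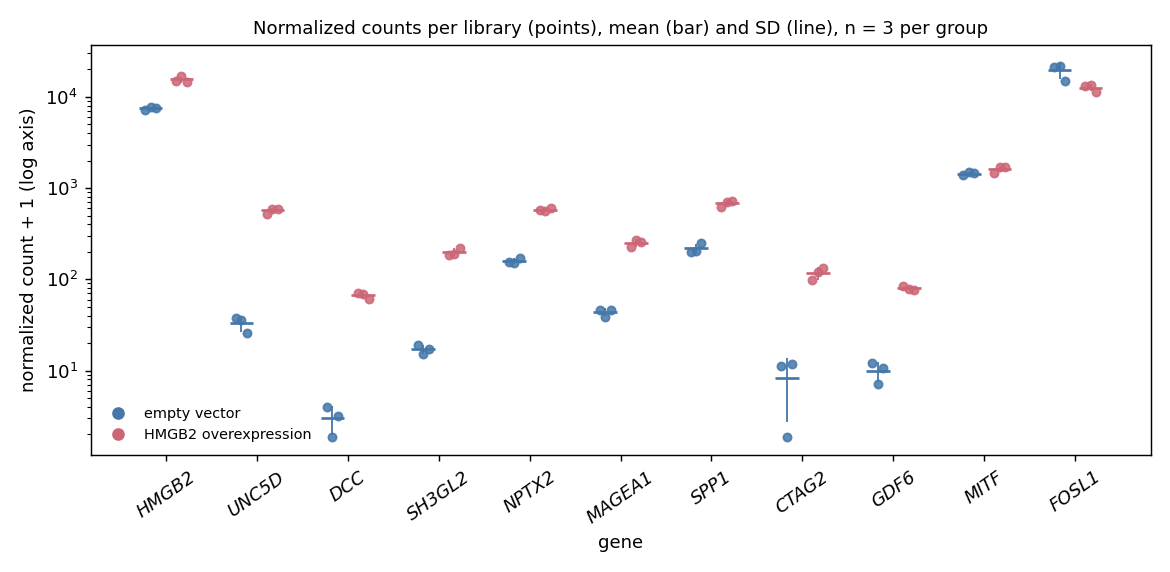
Normalized counts (plus 1, log axis) of HMGB2 and of 10 genes the study names, with points for libraries, horizontal bars for means and vertical lines for the SD of 3 libraries per group. UNC5D lay between 24.7 and 36.4 in empty vector libraries and between 516 and 595 in overexpression libraries, while MITF overlapped between the groups.

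The libraries were compared by principal components of the 500 most variable genes. The first component held 68.6% of the variance and the second 20.3%. Over all genes with a mean normalized count of 10 or more the first component held 52.7%. The groups did not overlap on the first component, where empty vector libraries lay at -11.6, -10.8 and -1.87 and overexpression libraries at 6.50, 5.76 and 12.1. Empty vector replicate 3 lay apart from the other libraries of its group, and without it the first component held 86.4%.

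**Figure D2:**
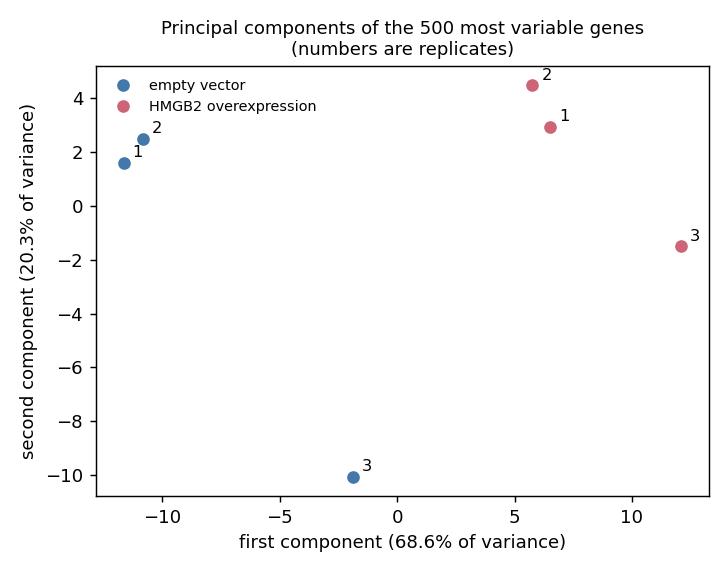
First and second principal components of the 500 most variable genes, with 1 point per library and the replicate number beside it. Empty vector replicate 3 sits at -1.87 on the first component, away from replicates 1 and 2 at -11.6 and -10.8.

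The question of which transcripts change with HMGB2 was addressed over all genes. DESeq2 called 930 genes at an adjusted p under 0.05, of which 432 were higher and 498 lower with overexpression. Since the replicates were pellets of a line, these calls do not separate an effect of HMGB2 from other differences between the lines. At least 2-fold changes were found for 133 higher and 112 lower genes. Among the settings fixed before the data were examined, leaving out empty vector replicate 3 moved the counts of higher and lower genes most and gave 1334 and 1520, while leaving out empty vector replicate 1 gave 155 and 208. Shrunken fold changes moved the counts of 2-fold changes most, to 14 higher and 10 lower genes. EdgeR called 215 higher and 255 lower genes, and 469 of its 470 calls were shared with DESeq2. A further split of the 6 libraries, with empty vector replicates 1 and 2 and overexpression replicate 2 on one side, gave 1478 called genes, more than the comparison of the groups. Only 6 of those reached a 2-fold change, against 245 for the groups. That split put the replicates numbered 3 of both groups on the same side. With a batch term for the third replicates, chosen after seeing the data, the groups differed in 1374 higher and 1359 lower genes, and within replicates 1 and 2 alone in 1203 and 1418. Of the 930 called genes, 908 had no overlap between groups. Among 16692 genes with a mean normalized count of 10 or more, 3810 (22.8%) had none, where chance gives 10%.

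**Figure D3:**
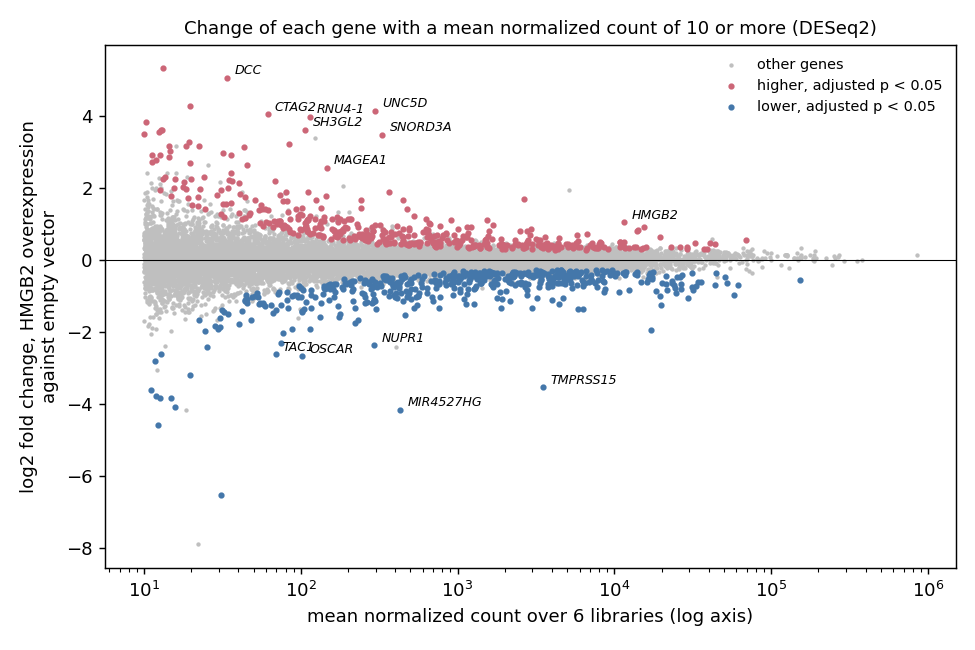
Log2 fold change against mean normalized count over 6 libraries (log axis) for genes with a mean of 10 or more, with genes at a DESeq2 adjusted p under 0.05 in colour. The labelled genes include UNC5D at 4.15 and MIR4527HG at -4.16.

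The largest rises among called genes with a mean normalized count of 50 or more were UNC5D, CTAG2, RNU4-1, SH3GL2 and SNORD3A. UNC5D (chromosome 8, 35235475 to 35796550), a netrin receptor gene, rose from 31.9 ± 6.29 to 567 ± 44.4 normalized counts (SD, n = 3 each), a log2 fold change of 4.15 (SE 0.21, DESeq2 adjusted p = 7.54e-81). RNU4-1, a small nuclear RNA, rose by 3.97 (SE 1.13, DESeq2 adjusted p = 0.0135), with normalized counts of 89.9, 32.5 and 520 in overexpression replicates 1, 2 and 3. SNORD3A, a small nucleolar RNA, rose by 3.48 (SE 1.01, DESeq2 adjusted p = 0.0166), with 369, 145 and 1315 in those libraries. Both calls were lost under edgeR (adjusted p 0.0867 for RNU4-1 and 0.0624 for SNORD3A). RNU4-1 was also lost without empty vector replicate 1 (0.183) or 2 (0.0941). SNORD3A was lost without empty vector replicate 1 (0.169) or 2 (0.111) or overexpression replicate 1 (0.0769) or 3 (0.237). In replicates 1 and 2 alone SNORD3A was also not called (0.0554). Without overexpression replicate 3 the log2 fold changes were 2.16 for RNU4-1 and 2.23 for SNORD3A. Their reads are uncertain, since 12 of 92 and 604 of 650 of their 50-base words also occur in other genes.

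The largest falls were MIR4527HG, TMPRSS15, OSCAR, TAC1 and NUPR1. MIR4527HG (chromosome 18, 47285725 to 47594550), a long non-coding RNA gene, fell from 816 ± 50.4 to 45.9 ± 9.33 normalized counts (SD, n = 3 each), a log2 fold change of -4.16 (SE 0.19, DESeq2 adjusted p = 8.68e-104). TMPRSS15 (chromosome 21, 18269116 to 18485879) fell from 6461 ± 863 to 554 ± 112, a log2 fold change of -3.54 (SE 0.17, DESeq2 adjusted p = 1.94e-94). The log2 fold changes of OSCAR, TAC1 and NUPR1 were -2.69, -2.62 and -2.38. NUPR1 had 223 normalized counts in empty vector replicate 3 against 663 and 594 in replicates 1 and 2. All 5 falls were called under every alternative tried.

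The study names neuronal genes that rose in these samples. All 4 were higher here (UNC5D, DCC, SH3GL2 and NPTX2), adjusted over the list alone and over all genes alike. The study picked them on these samples, so the first count is not independent evidence. SH3GL2 rose by 3.62 (SE 0.29, DESeq2 adjusted p = 1.51e-32) and NPTX2 by 1.88 (SE 0.14, DESeq2 adjusted p = 3.51e-35). DCC had between 1 and 3 reads in each empty vector library, 6 in all, against 199 in overexpression libraries. The ratio after scaling was 33.7 (95% counting interval 15.2 to 92.9). The 4 invasive genes the study names were also all higher, adjusted over the list alone and over all genes, again without being independent evidence. Their log2 fold changes were 2.55 for MAGEA1, 1.65 for SPP1, 4.04 for CTAG2 and 3.14 for GDF6. Of the 50-base words of CTAG2, 43.1% also occur in CTAG1A and CTAG1B, which makes its reads uncertain. All 8 genes were called under every alternative tried.

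Regulators of melanoma phenotype switching were examined next. None of the 3 with counts was called, adjusted over the list alone or over all genes. Log2 fold changes were 0.17 for MITF (SE 0.11, DESeq2 adjusted p = 0.533), 0.42 for SOX9 (SE 0.18, adjusted p = 0.198) and -0.07 for POU3F2, which encodes BRN2 (SE 0.16, adjusted p = 0.919). SOX10 was listed at 0 in all 6 libraries in the column for either strand, while the sum of the stranded columns held between 28863 and 56464 SOX10 reads per library. In that sum its log2 fold change was -0.24 (SE 0.18, DESeq2 adjusted p = 0.653).

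Genes with promoters bound by HMGB2 were examined as a panel taken from the text of the study. There was 1 call among 8 genes with counts, adjusted over the list alone and over all genes. FOSL1 fell from 19474 ± 3866 to 12643 ± 1168 normalized counts (SD, n = 3 each), a log2 fold change of -0.62 (SE 0.16, DESeq2 adjusted p = 0.0042). The call was lost under edgeR (adjusted p 0.0655) and without empty vector replicate 1 (0.0904) or 2 (0.0725) or overexpression replicate 3 (0.073). It was stronger without empty vector replicate 3 (7.16e-14), under the replicate block (3.09e-12), with the batch term for the third replicates (1.85e-16) and in replicates 1 and 2 alone (9.42e-32). JUNB had a log2 fold change of -0.31 (DESeq2 adjusted p = 0.229) and became a call without empty vector replicate 3 (0.00461), as did JUND (log2 fold change in that fit -0.37, adjusted p 0.039) and ZNF335 (-0.48, 0.00903). JUNB and JUND were also called with the batch term (0.000103 and 0.0253), and JUNB, JUND and ZNF335 in replicates 1 and 2 alone (0.00133, 0.0479 and 0.0185). With the GC and length correction FOSL1 stayed called (0.00242). JUNB, JUND and ZNF335 were not called there (0.148, 0.757 and 0.619), with log2 fold changes of -0.23, -0.11 and -0.17. The count of 1 call thus depended on the libraries and terms in the fit. Neither the 6 markers of the tumour interface nor the 4 genes of force transmission and tubulin gave a call, adjusted over the list alone or over all genes. Among the markers, PMEL and NEFM kept 3.37% and 10.5% of their stranded reads, so their values are uncertain. NNAT and NEUROD1 had mean normalized counts of 1.42 and 2.62 and received no adjusted p over all genes. NEFM and TYRP1 had means of 13.3 and 13.8 (SE 0.77 and 0.63), so only large changes could have been called. The lack of calls therefore does not show that these markers were unchanged. The log2 fold changes of the force and tubulin genes ranged from -0.24 to 0.05, and LMNA and HDAC6 became calls without empty vector replicate 3 (adjusted p 0.00179 and 0.0441) and with the batch term (0.0263 and 0.0161). In replicates 1 and 2 alone LMNA was called (4.06e-05) and HDAC6 was not (0.0765). With the GC and length correction LMNA and HDAC6 were not called (0.458 and 0.292).

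Shifts of whole pathways were tested with 14 gene lists. By fgsea, 9 lists were called. Higher were the lists of replication-dependent histones (normalized enrichment score 2.91, adjusted p = 2.66e-14), ribosomal proteins (2.54, 1.6e-09), hypoxia and glycolysis (2.38, 5.27e-07), cholesterol synthesis (1.95, 0.00185), cell cycle (1.93, 0.00104), neuronal structure and synapse (1.82, 0.00313), axon guidance (1.59, 0.0142) and interferon response (1.57, 0.0355). The AP-1 family list was lower (-1.71, 0.0198). Under fry, only hypoxia and glycolysis (adjusted p 0.0233) held among these 9, and the list of HMG proteins, not called by fgsea, was called (0.0467). Camera called 9 lists, with HMG proteins (0.0185) in place of axon guidance (0.195). Not called by fgsea were the lists of HMG proteins (0.063), invasive and undifferentiated (0.0629), melanocytic (0.846), Notch pathway (0.846) and mitochondrially encoded genes (0.95). Fgsea also called between 3 and 11 lists in every other split of the 6 libraries into 3 and 3. A split with 0 called genes gave 10 lists. A call by fgsea alone thus does not separate a difference between the groups from the spread between libraries.

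The list medians were compared per library. For hypoxia and glycolysis, 9 of 38 genes were called higher and 1 lower, or 16 in all when adjusted over the list alone, with a median log2 fold change of 0.25. Its median lay between -0.06 and 0.04 in empty vector libraries and between 0.20 and 0.27 in overexpression libraries (exact permutation p = 0.1, the smallest possible). For the neuronal list, 6 of 60 genes were called higher and 3 lower, or 14 adjusted over the list alone, and its library medians overlapped between groups (exact permutation p = 0.4). Without the genes the study names, the neuronal and axon guidance lists were not called (adjusted p 0.0881 and 0.193), nor were they without empty vector replicate 3 (0.158 and 0.281). Among the other lists called by fgsea, library medians also overlapped for ribosomal proteins (exact permutation p = 0.3), cholesterol synthesis (0.3), cell cycle (0.2), axon guidance (0.7) and AP-1 (0.3). They did not overlap for interferon response and histones (0.1 each). Only 2 of 77 ribosomal protein genes and 1 of 26 cholesterol genes were called higher. The histone list had medians of 0.75, 0.47 and 1.99 in overexpression replicates 1, 2 and 3.

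**Figure D4:**
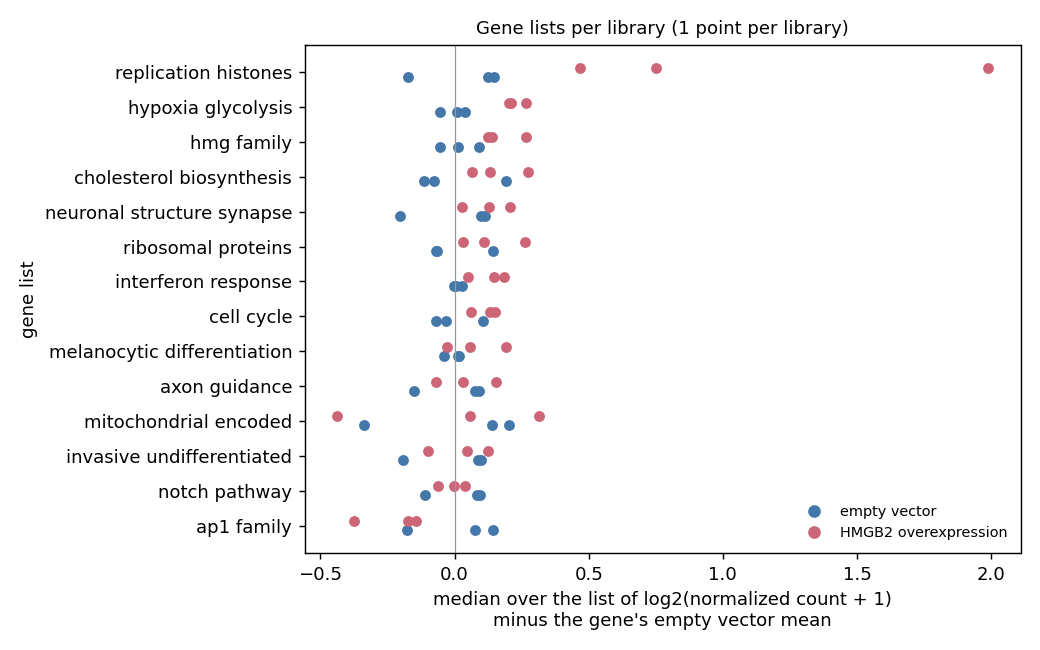
Median over each list of log2(normalized count + 1) minus the gene's empty vector mean, with 1 point per library. The histone list reaches 1.99 in overexpression replicate 3, and the hypoxia and glycolysis list separates the groups with no overlap.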

Values the study reported

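The study reported 843 HMGB2 peaks in A375 cells, filtered by hand to 96 targets. On loss of HMGB2 in SKMEL5 cells, it reported a log2 fold change of 0.157 for MITF. In an invasion assay, it reported P = 0.0180 for the increase with HMGB2 overexpression and P = 0.0133 for the decrease with siRNA.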

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

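The comparisons of SOX10 reads with other IDs and of histone, small RNA and cell cycle genes between libraries were chosen after the result was seen. The fit of the stranded sum, the list without overexpression replicate 3 and fry were planned, but what they would show for these explanations was also written after the result was seen. SOX10 drew attention because it was listed at 0 in the column used for the comparisons, while the sum of the stranded columns, which those comparisons do not use, held 253416 SOX10 reads over the 6 libraries. Only 1 other ID, ENSG00000279010, lay within 5% of SOX10 in that sum in every library, at between 1.01 and 1.02 times its reads, as a gene on the opposite strand sharing the same reads would give. That ID was found by its counts and has no position in the annotation used here, so its overlap is inferred. The annotation does place POLR2F on the opposite strand over SOX10, but 157 of the 4950 50-base words of SOX10 (3.17%) occur in it. The 253416 reads are the observation that drew attention, so they are not a separate test of its cause. Setting ambiguous reads aside would give a value of 0 with these reads present, so the 0 does not show absence of the transcript. The stranded sum gives such reads to both genes, so a share of them from the other gene stays open. No difference between groups was called in that sum (log2 fold change -0.24, DESeq2 adjusted p = 0.653). That fit had no batch term and kept empty vector replicate 3, so a fall hidden by the spread stays open. No biological explanation was tested for the value of 0.

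Multimapped reads, which enter no gene count, drew attention in overexpression replicates 1 and 3, where they made up 4.89% and 10.6% of reads, above the 2.58% to 3.96% of empty vector libraries. Overexpression replicate 2 had 3.32%. Among 39 replication-dependent histone genes, whose transcripts lack a poly(A) tail, 36 (92.3%) were highest in replicate 3 of the 3 overexpression libraries, against 39.4% of all genes with a mean normalized count of 10 or more. The median log2 difference from the other overexpression libraries was 1.43. Of 22 small nuclear and nucleolar RNA genes, 15 (68.2%) were highest there, with a median difference of 1.20 (quartiles 0.0893 and 2.58). Of 60 cell cycle genes, 39 (65%) were also highest there, but their median difference was 0.119. More cells in S phase would move cell cycle genes in this direction, and the size of rise it would bring was not measured. The difference of 0.119 therefore cannot decide whether S phase was a cause, in whole or in part. Carry-over of RNA without poly(A) tails may account for the excess in replicate 3. Whether the multimapped reads themselves came from such RNA was not tested, since their places are not in the gene counts.

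The histone list stayed called by fgsea without overexpression replicate 3 (adjusted p 6.44e-05), which argues against that library alone as the source. Carry-over in all overexpression libraries cannot be told apart from a rise of histone transcripts, because the 22 small nuclear and nucleolar RNA genes, which carry-over would also raise, gave no decision. In overexpression replicates 1 and 2 their median log2 difference from the empty vector libraries was 0.374 (quartiles 0.0374 and 1.29). Their median was 0.61 in replicate 1 and 0.69 in replicate 3, both above every empty vector library. In replicate 2 it was 0.22, inside the empty vector range of -0.39 to 0.35. An effect of HMGB2 on histone transcripts stays open and was not tested separately. Under fry the list was not called (adjusted p 0.23).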

How the results depend on the processing

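The GC and length correction, the batch term for the third replicates, the fit of replicates 1 and 2 alone and the principal components without each library were chosen after the result was seen. HMGB2 was called under every alternative tried, with log2 fold changes from 0.92 (shrunken) to 1.09. The counts of called genes were less stable, and where no cause is given, the cause was not tested.

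EdgeR called 215 higher and 255 lower genes, with 88 at least 2-fold higher. The correction gave 667 higher and 773 lower genes, and 896 of the 930 main calls stayed called. The batch term gave 1374 and 1359, with 899 of the main calls among them, and replicates 1 and 2 alone gave 1203 and 1418, with 805. Shrunken fold changes left 14 genes at least 2-fold higher and 10 lower, since shrinking lowers the folds themselves. Across the 6 fits that each left out 1 library, higher genes ranged from 155 (without empty vector replicate 1) to 1334 (without empty vector replicate 3) and lower genes from 208 to 1520 for the same libraries. At least 2-fold higher genes ranged from 75 (without overexpression replicate 3) to 199, and lower ones from 68 (without empty vector replicate 1) to 163, both highest without empty vector replicate 3. Of the 930 main calls, 880 stayed called without empty vector replicate 3 and 360 without empty vector replicate 1. Among the main calls, 4 changed sign under the sum of the stranded columns and 0 under any other setting that refitted all genes.

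The replicate block called 886 higher and 940 lower genes. Deviations of same-numbered libraries from their group means correlated across genes with Pearson r of 0.09, 0.14 and 0.35 for replicates 1, 2 and 3, and Spearman rho of 0.16, 0.31 and 0.53. By rho all 3 pairs pass a limit of 0.1, and by Pearson r replicate 1 does not, so the decision depends on the coefficient. Empty vector replicate 1 correlated more with overexpression replicate 2 (r 0.21, rho 0.41) than with replicate 1, and the numbers were not taken to pair the libraries. Under the replicate block the axon guidance (adjusted p 0.0594) and interferon (0.0885) lists were not called and JUNB became a call (0.00126).

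Fgsea ranked by log2 fold change called 5 lists and fry 2, against 9. Camera called 9, of which 8 were shared with fgsea, without axon guidance (0.195) and with HMG proteins (0.0185). Across the fits without 1 library each, 7 (without empty vector replicate 3) to 11 (without overexpression replicate 2) lists were called. The HMG protein list gained a call without empty vector replicate 3 (0.0465) or overexpression replicate 1 (0.0312) or 2 (0.0454). Without empty vector replicate 3 the axon guidance (0.281), neuronal (0.158) and interferon (0.0781) lists lost their calls. The interferon list also lost it without overexpression replicate 1 (0.348), and the cell cycle list without overexpression replicate 3 (0.0942). The AP-1 list lost its call without empty vector replicate 2 (0.0703) or overexpression replicate 3 (0.0942). In replicates 1 and 2 alone the neuronal (0.252), axon guidance (0.374) and interferon (0.0595) lists were not called. The batch term lost axon guidance and interferon (0.0883 each), and the correction lost interferon (0.072) and gained HMG proteins (0.0219).

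Besides the 4 called genes that changed sign under the sum of the stranded columns, the named genes and lists that changed sign were not called in the main setting. Under the sum of the stranded columns, log2 fold changes became 0.084 for NEFM, -0.37 for TYRP1 and -0.22 for PMEL. KMT2A became 0.0072 under the replicate block, 0.022 under the correction and 0.0038 under the batch term. In replicates 1 and 2 alone, NOTCH2 became -0.0054 and SYNE2 -0.039. Without 1 library each, the log2 fold changes ranged from -0.070 to 0.14 for NOTCH2, -0.26 to 0.16 for KMT2A, -0.15 to 0.17 for SYNE2, -0.014 to 0.080 for ATAT1, -0.019 to 0.31 for SOX11, -0.19 to 0.62 for TYRP1, -0.0074 to 0.17 for PMEL and -0.20 to 0.037 for POU3F2.

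The melanocytic list changed sign when ranked by log2 fold change (adjusted p 0.825), under the correction (0.727), and without empty vector replicate 1 (0.878) or 3 (0.957) or overexpression replicate 1 (0.706) or 2 (0.868). Its adjusted p ranged from 0.655 to 0.957 without 1 library each. The Notch list changed sign with a mean of 50 or more (0.906), under the correction (0.661), and without empty vector replicate 1 (0.904) or 2 (0.681) or overexpression replicate 3 (0.878), with a range from 0.36 to 0.904. The mitochondrial list changed sign when ranked by log2 fold change (0.946), with a mean of 50 or more (0.911), with TMM factors (0.937), under the replicate block (0.788), under the batch term (0.744) and in replicates 1 and 2 alone (0.772). Without 1 library each it ranged from 0.0011 (higher, without overexpression replicate 2) to 0.938. It was also higher without empty vector replicate 2 (0.128), and without empty vector replicate 1 (0.0109) or overexpression replicate 1 (0.0382) it was called lower, so no direction is given for it.

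The first principal component held 52.7% of the variance over all genes with a mean of 10 or more and 67.9% with log2 CPM, and from 57.3% (without empty vector replicate 1) to 86.4% (without empty vector replicate 3) with 1 library left out.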

Other observations

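All tests in this part were chosen after the result was seen, except the counts over other splits of the samples, which were planned but whose expected outcomes were also written only after the result was seen. Of the 10 splits of the 6 samples into 3 and 3, 2 gave as many genes in their larger direction as the real one gave higher genes, and 2 as many as it gave lower genes, the real split included. The direction of another split is arbitrary, so its larger count was set against both totals. The same other split passed both, with 1015 of its 1478 genes in one direction and fewer than the 498 lower genes of the real split in the other. For genes changed at least 2-fold, counted in the same way, 1 of 10 did for each total, the real split itself, and for called lists 4 of 10 did. Every other split gave called lists, from 3 to 11. No share under 0.1 is possible with 10 splits.

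The split that gave more genes, 1478, set empty vector replicates 1 and 2 and overexpression replicate 2 against the rest. Its log2 fold changes had a rank correlation of -0.425 with GC content across genes, which are not independent replicates. Those of the real split also fell with GC content (-0.262). After the GC and length correction the split with 1478 genes gave 339, of which 252 were calls that stayed and 87 were gained. The real split gave 1440, with 896 of its 930 calls among them. GC content and transcript length may account for most of the calls of that split, but not for the 252 that stayed. In simulated libraries with a GC trend, false calls were 7 before the correction and 38 after it. DESeq2 gave 27 false calls in the simulation without that trend.

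That split put the replicates numbered 3 of both groups on one side. The third replicates of both groups deviated together from their group means, with Pearson r of 0.349 across 16692 genes. The deviations fell with GC content (rank correlation -0.351 for empty vector and -0.377 for overexpression). After the correction r was 0.278, which argues against GC content and length as the whole cause. A shared handling or library batch of the third replicates could give such a correlation of 0.349, but it cannot be told apart from chance differences between pellets, since no batch is recorded. With a batch term, 1374 higher and 1359 lower genes were called.

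Genes of the amino-acid response, which cells raise when amino acids run short, were lower with overexpression. Of 48 list members used, 38 were called lower and 0 higher by DESeq2, with a median log2 fold change of -0.67. The list was written after the values of most of its genes had been seen, so these counts describe the data and do not test the list. After the GC and length correction 41 were called lower, which argues against that trend. In replicates 1 and 2 alone the median was -0.63, which argues against the third replicates as the source. The unfolded protein response list, 24 genes, had a median of 0.18, which argues against a fall of the whole endoplasmic reticulum stress response. Library medians of the amino-acid list lay between -0.11 and 0.09 with the empty vector and between -0.88 and -0.56 with overexpression (exact permutation p = 0.1, the smallest possible). Culture density or medium at harvest cannot be told apart from an effect of HMGB2, because neither is recorded per library. Another difference between the cell lines cannot be either, because the replicates of a group were pellets of a line. All of these stay open.

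Genes on chromosome 13 were slightly higher with overexpression. Chromosome 13 was picked because it had the highest median of the 23 chromosomes compared. Over 245 genes the median log2 fold change was 0.13, and 0.083 after the GC and length correction, which argues against that trend as the whole cause. The next highest corrected median was 0.03, for chromosome 18. After the correction, overexpression libraries had medians of 0.09, 0.10 and 0.07, against -0.0036, 0.02 and -0.00074 with the empty vector. Of 10000 random gene lists, 0 had a median as high. The shift lay in the 167 genes before 80 Mb (corrected median 0.12) and not in the 78 genes from 80 Mb on (0.013), a boundary placed after the values along the chromosome had been viewed. A copy number difference between the cell lines could give such a stretch, but with 0.013 from 80 Mb on it cannot be told apart from a regional change of transcription without DNA data. HMGB1, which lies on chromosome 13, had a corrected log2 fold change of 0.29 (DESeq2 adjusted p = 0.00738).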
